A study of Mus musculus with 9 samples. Its data were reported in "Embryonic mesothelial-derived hepatic lineage of quiescent and heterogenous scar-orchestrating cells defined but suppressed by WT1" (2019).

How the data were processed

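Gene expression was measured in 9 samples of mouse activated hepatic stellate cells (aHSCs) on Illumina MouseWG-6 v2.0 bead arrays, 1 array per sample. The samples came from mice carrying a green fluorescent protein (GFP) reporter at the WT1 locus. Per the labels, 3 samples were GFP-high and 3 were GFP-low cells sorted straight from livers injured with carbon tetrachloride. The other 3 were GFP-negative cells sorted after 7 days of activation in culture. These groups are called WT1-high, WT1-intermediate and WT1-negative, the names used by the study. Replicates carry the numbers of the labels (1, 8 and 29; 1, 8 and 30; 3, 11 and 14).

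The deposited values were the authors' summary probe profiles from BeadStudio, as an intensity per probe on the linear scale, neither background corrected nor normalized. Each intensity came with a deposited detection p-value, which is the share of the array's negative control probes brighter than the probe. The arrays held 45281 gene probes and 936 negative control probes. A second deposited table held the same intensities joined into 1 file (largest difference 0) and was not used further. A column of the in vivo table carried the number 29 on both a WT1-high and a WT1-intermediate array, whereas the label of the latter gave 30. That column was taken as WT1-intermediate replicate 30, the only array of its group left, and its values equalled those which the joined table gave for that sample.

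Intensities were processed with limma 3.58.1 in R 4.3.3, following the authors' outline of background correction from negative controls, quantile normalization and log2 transformation. The neqc function was used with an offset of 16 over all 9 arrays. Probes with a detection p under 0.05 on at least 3 arrays were kept, which left 20573. The study states no such filter. A linear model with the 3 groups as levels was fitted to all arrays (6 residual and 5.19 prior degrees of freedom). The 3 pairs of groups were compared by limma's moderated two-sided test, and all 3 groups by its moderated F test. Every adjusted p for a probe is limma's, adjusted by Benjamini-Hochberg over all probes tested in that comparison, and an adjusted p under 0.05 is termed a call. Errors are SD over 3 arrays unless given as SE. The number of arrays limits the precision of every value.

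The distance between a pair of arrays was the root mean square log2 difference over the kept probes, and arrays were clustered by average linkage on these distances. Marker lists were tested with limma's camera (preset correlation 0.01), on the probe of each gene with the highest mean, and adjusted by Benjamini-Hochberg over 51 tests. The value given for a list is the median log2 fold change of its genes. The lists covered mesothelial genes, fibrogenic genes and fibrosis markers named by the study, and general mesothelial, matrix, cell cycle, hepatic stellate cell, portal and adventitial fibroblast, endothelial, macrophage, T and NK cell, B cell, MHC class II, hepatocyte, immediate early and stress, skeletal muscle, and Y chromosome genes. Of the list entries, 212 were matched by symbol, 4 by an older symbol and 1 by Entrez gene ID, and 3 were not on the array.

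Genes to be named were fixed by rule. They were Wt1, the genes in the 3 lists taken from the study's text, Smo, and for each comparison the 5 largest rises and 5 largest falls among called probes whose groups did not overlap. Single genes of other lists were named where a list was reported. A gene with several probes was given by the probe with the highest mean. No probe carried the symbol Wt1, which was not analysed here. Symbols, identifiers and chromosomes are those of the deposited tables, and no coordinates were used. Where a probe was detected on no array of the dimmer group, the fold change is a lower bound against that group's background limit and is written "at least".

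The study states that the 6 in vivo arrays came from 3 animals, and the replicate numbers recur between groups. The pairing was checked by correlating, across probes, each array's deviations from its group mean. Arrays numbered 1 in both groups gave 0.35, those numbered 8 gave 0.34, and WT1-high 29 with WT1-intermediate 30 gave 0.47. The other 6 combinations lay between -0.39 and 0.03. Probes are not independent replicates, so no test was attached. The study states no pairing in its model, so the reported fit has none, and blocks by replicate were run as alternatives. By the label numbers, WT1-high 29 and WT1-intermediate 30 had no partner. The fixed replicate block therefore compared these groups on replicates 1 and 8 alone. The block by column names, also fixed, paired all 6 in vivo arrays.

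The model fit and its calls were tested on simulated data in which 200 of 20573 probes were changed by 2 on the log2 scale. Values were drawn independently around the processed log2 means. Background correction, normalization and the detection filter were therefore not tested. For WT1-high against WT1-intermediate, 96.5% were recovered with 9 false calls. For WT1-high against WT1-negative, 95.5% were recovered with 10 false calls. For WT1-intermediate against WT1-negative, 96.5% were recovered with 7 false calls.

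Groups, the tests between groups, marker lists, the rule for named genes and all alternatives except 1 were fixed before the data were examined. Several tests of explanations were chosen later, as stated under the other observations. The alternatives were no background correction, negative controls inferred from detection, an offset of 50, median scaling, cyclic loess, in vivo arrays normalized alone, and no filter. Further ones were a detection p under 0.01, detection on all 9 arrays, the groups of a comparison alone in the fit, an intensity trend with robust prior, estimated array weights, replicate blocks, each array left out, a minimum log2 change of 1, 1 probe per symbol, and all probes per gene. The block by the numbers in the column names was added after seeing the data. Gene ontology terms, pathways and the study's RNA sequencing were not analysed here.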

Results

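Transcript levels were compared between WT1-high and WT1-intermediate aHSCs taken from fibrotic liver and WT1-negative aHSCs taken from culture, with 3 arrays per group. The mean signal per array was 233, 289 and 231 in the WT1-high group, 184, 221 and 147 in the WT1-intermediate group, and 250, 246 and 256 in the WT1-negative group. Median negative control signals lay between 76.3 and 93.6. Between 17253 and 19774 probes per array were detected, which is 38.1% to 43.7% of all gene probes.

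The study asked how the subpopulations relate to each other. WT1-high and WT1-intermediate arrays were separated by a mean distance of 0.53 ± 0.07 (SD, 9 pairs of arrays). The distance to WT1-negative arrays was 1.28 ± 0.03 for WT1-high and 1.20 ± 0.05 for WT1-intermediate (SD, 9 pairs each). Mean distances within groups were 0.41 for WT1-high, 0.45 for WT1-intermediate and 0.34 for WT1-negative (3 pairs each). The mean distance from WT1-positive to WT1-negative arrays was 2.34 ± 0.32 times that between the WT1-positive groups. This SD is over the 9 pairs between WT1-positive groups, which share arrays. The mean distance to WT1-negative arrays was held fixed in it, so it is not a full error of the ratio. Leaving out WT1-intermediate replicate 1 moved this ratio most, to 2.55. Clustering into 2 clusters parted the in vivo from the cultured arrays, and 3 clusters matched the 3 groups. Origin (liver or culture) coincided with WT1 status, so an effect of WT1 status in these comparisons cannot be told apart from one of origin.

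**Figure D1:**
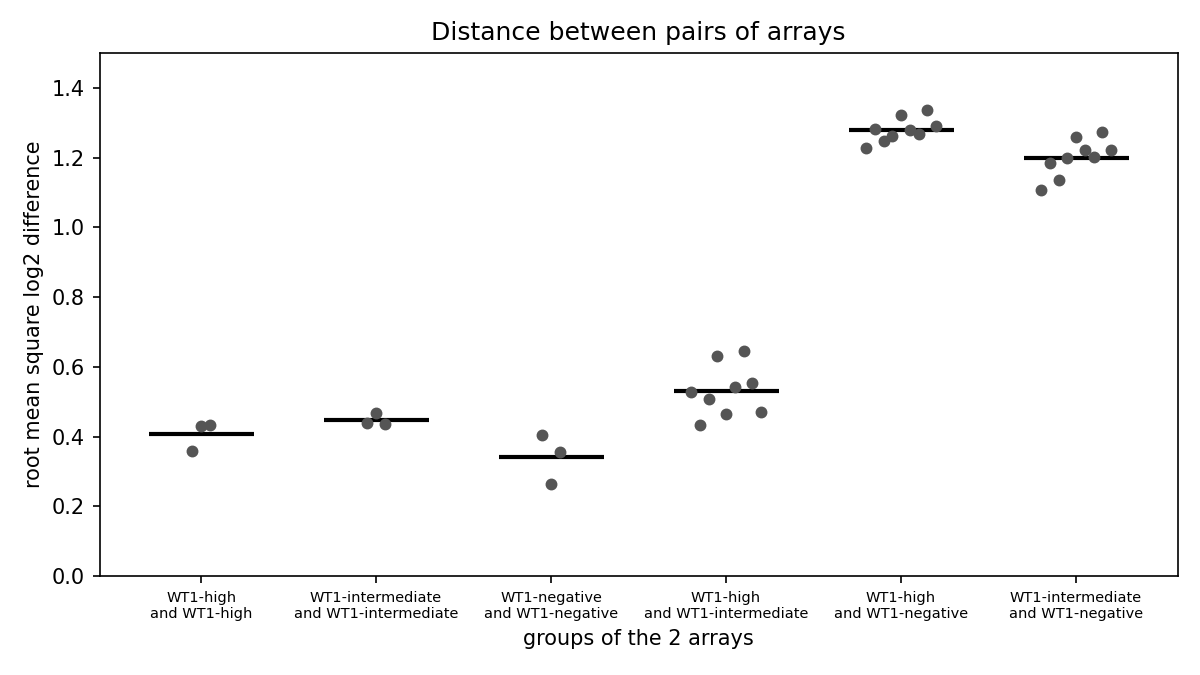
Root mean square log2 difference (vertical axis) for each pair of arrays (points), by the groups of the pair (horizontal axis), with the mean as a line. Pairs with a WT1-negative array from another group averaged 1.28 or 1.20, against 0.53 between WT1-high and WT1-intermediate arrays.

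The comparison of WT1-high with WT1-intermediate cells asked whether the WT1-positive populations differ. By limma, 730 of 20573 probes (3.55%) differed, 186 higher and 544 lower in WT1-high cells, standing for 167 and 453 gene symbols. Of these, 445 changed at least 2-fold, 56 higher and 389 lower. All 730 had non-overlapping groups, as did 20.1% of all tested probes, where chance gives 10%. The random replicate block moved the count most, to 1752 (720 higher, 1032 lower). A fixed replicate block gave 817, but it rests on the pairs of replicates 1 and 8, since the other 2 arrays have no partner by number. Without background correction the share of calls that were lower in WT1-high cells went from 74.5% to 62.2%. The count was 333 without WT1-high replicate 8, 371 without WT1-high replicate 29 and 324 without WT1-intermediate replicate 1.

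The largest rises in WT1-high over WT1-intermediate cells by the stated rule were Rarres1 (log2 difference 2.54), Gpr120 (2.35), Aqp5 (2.22), Fgf1 (2.08) and Vat1l (2.00). Their limma Benjamini-Hochberg adjusted p lay between 6.6e-05 and 0.00089. The largest falls were Ccl11 (-4.38), Lyz1 (-4.11), Arg1 (-3.65), Inmt (-3.63) and Cxcl4 (-3.51), with adjusted p between 6.6e-06 and 0.0038 (limma, Benjamini-Hochberg). Gpr120 was detected on 1 of 3 WT1-intermediate arrays and Lyz1 on 2 of 3 WT1-high arrays, so their differences rest on levels near background. In each of these 10 genes all arrays of 1 group lay above all of the other. Ccl11 (ILMN_2647757, chromosome 11) had a log2 level of 5.02 ± 0.36 in WT1-high, 9.40 ± 0.34 in WT1-intermediate and 5.13 ± 0.30 in WT1-negative cells (SD, n = 3).

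The study named 7 genes as higher in WT1-intermediate cells, and all 7 were lower in WT1-high cells here. Besides Ccl11 and Cxcl4 (named Pf4 by the study), log2 differences were -1.28 for Pdgfrb (adjusted p 0.0055), -1.92 for Ccl6 (0.00086), -2.00 for Mmp3 (0.0048) and -2.63 for Mmp12 (0.037; limma, Benjamini-Hochberg). Tgfb1 fell by 0.78 with an adjusted p of 0.099 (limma, Benjamini-Hochberg) and was not called. It was called under the random replicate block (adjusted p 0.025) and without WT1-intermediate replicate 30 (0.043). The call of Mmp12 was lost under 5 other settings, among them the fixed replicate block of pairs 1 and 8 (limma adjusted p 0.12). It was also lost without any single in vivo array or WT1-negative replicate 14. Its adjusted p without each of these arrays was 0.097, 0.13 and 0.059 for WT1-high replicates 1, 8 and 29, 0.072, 0.083 and 0.086 for WT1-intermediate replicates 1, 8 and 30, and 0.052 for WT1-negative replicate 14.

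The study named 4 fibrosis markers and reported that none differed between WT1-high and WT1-intermediate cells. Of these, Col1a1 (-0.13), Col1a2 (0.30) and Timp1 (0.51) were not called here either. Unlike in the study, Acta2 was called, higher in WT1-high cells by 0.76 (SE 0.17; limma Benjamini-Hochberg adjusted p 0.035). Its other 3 probes also rose, 1 of them with a call. The Acta2 call was lost under 4 other settings, among them the fixed replicate block of pairs 1 and 8 (limma Benjamini-Hochberg adjusted p 0.060). It was also lost without WT1-high replicates 1, 8 and 29 (0.099, 0.057 and 0.078), WT1-intermediate replicates 1 and 8 (0.13 and 0.061), or WT1-negative replicates 3 and 14 (0.058 and 0.057).

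**Figure D2:**
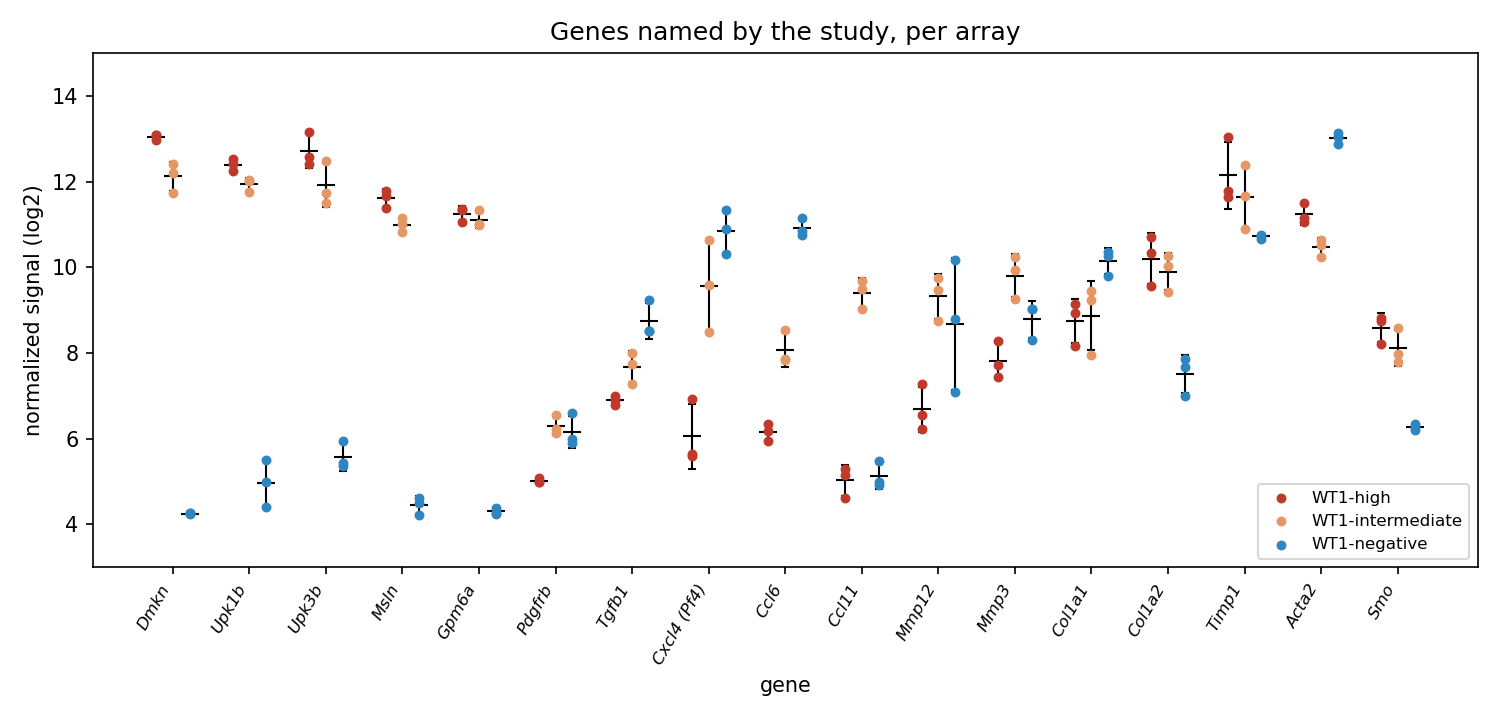
Normalized log2 signal (vertical axis) of genes named by the study (horizontal axis), with each array as a point coloured by group and the mean and SD as black lines. Dmkn lay at 13.04 in WT1-high, 12.12 in WT1-intermediate and 4.25 in WT1-negative cells, while Ccl11 stood out in WT1-intermediate cells at 9.40.

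Marker lists were then compared between WT1-high and WT1-intermediate cells. The macrophage list had a median log2 difference of -1.76 (limma camera, Benjamini-Hochberg adjusted p 1.4e-24). All 20 genes tested were lower in WT1-high cells, 14 with a call over all probes and 20 adjusted over the list alone. The fibrogenic genes named by the study had a median of -2.00 (adjusted p 2.4e-12; limma camera, Benjamini-Hochberg), with 6 of 7 called and 7 adjusted over the list alone. The study chose that list on these arrays, so it is not independent evidence. Endothelial genes were lower (median -0.70, adjusted p 1.1e-07; 4 called and 10 adjusted over the list alone), as were portal and adventitial fibroblast genes (median -0.66, adjusted p 0.00069; 3 called and 6 adjusted over the list alone; limma camera, Benjamini-Hochberg). Under median scaling the latter lost its call (adjusted p 0.063).

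Mesothelial genes were higher in WT1-high than in WT1-intermediate cells. The general mesothelial list had a median of 0.48 (limma camera, Benjamini-Hochberg adjusted p 0.00059), with 11 of 12 genes higher, 0 called by limma over all probes, 6 at an unadjusted p under 0.05 and 6 adjusted over the list alone. The mesothelial genes named by the study had a median of 0.62 (adjusted p 0.0019; limma camera, Benjamini-Hochberg), with 5 of 5 higher, 1 called and 3 adjusted over the list alone. That list was also chosen on these arrays and is not independent evidence, and its call was lost with detection required on all 9 arrays, which left only Upk3b (adjusted p 0.19). The called gene was Dmkn (0.92, limma Benjamini-Hochberg adjusted p 0.016). The call of Dmkn was lost under cyclic loess (0.078), with the compared groups alone in the fit (0.060), and without WT1-high replicate 8 (0.055) or 29 (0.054). Under the random replicate block, Msln (adjusted p 0.024) and Upk3b (0.042) were called as well, as they were under the block by column names (0.033 and 0.026; limma, Benjamini-Hochberg). Msln was also called without background correction (0.038) and with the larger offset (0.037; adjusted p, limma, Benjamini-Hochberg).

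No call between WT1-high and WT1-intermediate cells was made for the matrix list (median 0.18), the cell cycle list (0.08), the fibrosis markers (0.41), or the hepatocyte (0.59), T and NK cell (-0.06), B cell (-0.09), MHC class II (-0.12), immediate early and stress (-0.02), skeletal muscle (-0.02) and Y chromosome (-0.02) lists. The hepatic stellate cell list was not called either, with a median of 0.20, a mean of -0.04 and a downward test. Without WT1-high replicate 1, calls appeared for cell cycle (median 0.23), fibrosis marker (0.63) and hepatocyte (1.18) lists. The fibrosis markers were also called with all probes of each gene (0.64, adjusted p 0.0015; limma camera, Benjamini-Hochberg). The hepatocyte list was also called without WT1-intermediate replicate 30 (1.07) and under the fixed replicate block (0.68) and the block by column names (0.59). The skeletal muscle list was called under median scaling (-0.54), cyclic loess (-0.55) and detection on all arrays (-0.92, with only Tnnt1 and Tnni2 left). The T and NK cell list was called without WT1-high replicate 29 (-0.26) or WT1-intermediate replicate 1 (-0.35). All 6 camera calls of this comparison held under fry. With correlations estimated from the data, the fibrogenic list alone stayed under 0.05 (adjusted p 0.013), and the macrophage list gave 0.053 (limma, Benjamini-Hochberg).

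The comparisons with WT1-negative cells asked what sets the WT1-positive populations apart from the remaining aHSCs. By limma, 12258 probes (59.6%) differed between WT1-high and WT1-negative cells, 5443 higher and 6815 lower. Between WT1-intermediate and WT1-negative cells 11935 (58.0%) differed, 5029 higher and 6906 lower. At least 2-fold changes numbered 6073 (3087 higher, 2986 lower) and 5687 (2905 higher, 2782 lower). The balance of directions depended on the scaling. The share of calls that were lower was 55.6% for WT1-high and 57.9% for WT1-intermediate cells, and 49.7% and 49.2% under cyclic loess. Median scaling gave 56.2% and 51.6%, with 122 of the called probes changing sign in the latter comparison and 0 of them called in the other direction. Groups did not overlap for 68.4% and 65.5% of tested probes, where chance gives 10%. Requiring a 2-fold change moved these counts most. Over all tested probes the median log2 difference from WT1-negative was -0.10 for WT1-high and -0.13 for WT1-intermediate cells. Median scaling moved the latter to -0.01, so small differences in that comparison are relative to the scaling. In 342 and 360 genes, called probes of the same symbol went in opposite directions. The F test called 12562 probes (61.1%).

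Of the probes called against WT1-negative cells, 10239 were called in both comparisons in the same direction and 18 in opposite directions. A further 2001 were called for WT1-high and 1678 for WT1-intermediate cells only, and the difference between these effects is the direct comparison above. The log2 differences correlated at 0.946 across probes, which are not independent replicates. Both comparisons share the WT1-negative arrays, and 100 simulated data sets without group differences gave a correlation of 0.499 (0.465 to 0.528) and a median of 0 shared calls.

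Dmkn (ILMN_1229763, chromosome 7) was at least 347-fold higher in WT1-high and at least 183-fold higher in WT1-intermediate than in WT1-negative cells (limma Benjamini-Hochberg adjusted p 7.1e-11 and 2.5e-10). Upk1b, Upk3b and Msln were higher than in WT1-negative cells by 7.13 to 7.43 on the log2 scale in WT1-high and by 6.33 to 6.97 in WT1-intermediate cells. Gpm6a was at least 100.3-fold higher in WT1-high and at least 90.9-fold higher in WT1-intermediate cells. The other largest rises by the stated rule in WT1-high cells were Prg4 (at least 256-fold), Krt14 (at least 188-fold), Upk1b and Rarres2 (7.23). In WT1-intermediate cells they were Prg4 (at least 203-fold), Krt14 (at least 130-fold), Rarres2 (7.06) and H2-Aa (at least 101-fold). The largest falls by the rule, which takes the brightest passing probe of each gene, were in WT1-high cells Fcrls (at least 158-fold lower), Myl1 (at least 111-fold), Acta1 (at least 74.6-fold), Tnnc1 (at least 70.7-fold) and LOC100048556 (-6.25). In WT1-intermediate cells they were Myl1 (at least 111-fold lower), Acta1 (at least 74.0-fold), Fcrls (-6.42), Tnnc1 (-6.25) and Mylpf (at least 53.8-fold). The rises were taken by the same rule. Other probes of some genes rose or fell further, such as less bright probes of Upk3b (7.31) and Arg1 (-8.03) in WT1-high cells. Both examples were chosen after their values were seen. Msln in WT1-negative cells and Tnnc1 in WT1-intermediate cells were each detected on 1 of 3 arrays, so their differences rest on levels near background. The same holds for Upk1b in WT1-negative and LOC100048556 in WT1-high cells, each detected on 2 of 3 arrays. Smo was higher by 2.31 in WT1-high and 1.84 in WT1-intermediate cells and did not differ between them by a call (0.47).

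Against WT1-negative cells, Col1a2 was higher in both WT1-positive groups (2.69 and 2.39), while Col1a1 (-1.40 and -1.26) and Acta2 (-1.78 and -2.55) were lower. The call of Col1a1 in WT1-intermediate cells was lost with no filter (adjusted p 0.060; limma, Benjamini-Hochberg). Timp1 was higher in WT1-high cells (1.43, adjusted p 0.0085) and not called in WT1-intermediate cells (0.93, adjusted p 0.063; limma, Benjamini-Hochberg). The latter was called with the compared groups alone in the fit (0.033), under estimated array weights (0.026), and without WT1-high replicate 29 (0.021) or WT1-intermediate replicate 1 (0.013; adjusted p, limma, Benjamini-Hochberg). With arrays left out in turn, this Timp1 difference ranged from 0.56 to 1.30. Its adjusted p then ranged from 0.013 to 0.23 (limma, Benjamini-Hochberg). The 3 probes of Mmp3 disagreed in direction between WT1-intermediate and WT1-negative cells, with 1.02, -0.70 and -1.51. The call of the first, the brightest probe, was lost under median scaling (adjusted p 0.053), with no filter (0.054), and without WT1-intermediate replicate 30 (0.050) or WT1-negative replicate 11 (0.053; limma, Benjamini-Hochberg).

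The study compared proliferation between WT1-positive and WT1-negative cells, by Ki67 staining within injured liver and by gene ontology terms on these arrays. The WT1-negative arrays came from culture, so for the cell cycle too WT1 status and origin cannot be told apart here. The cell cycle list was lower in WT1-high cells (median -2.83, adjusted p 3.6e-09; 20 of 23 genes called lower and 21 called adjusted over the list alone) and in WT1-intermediate cells (-2.71, 1.2e-09; 21 called lower and 22 called adjusted over the list alone; limma camera, Benjamini-Hochberg). Mki67 fell by 2.83 in WT1-high cells, in which its log2 level was 5.15, against 7.97 in WT1-negative cells. Pcna rose by 1.79 in WT1-high cells.

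The general mesothelial list was higher than in WT1-negative cells in WT1-high (median 4.67, adjusted p 6.5e-10) and WT1-intermediate cells (4.26, 1.1e-09), as were the mesothelial genes named by the study (7.16, 1.2e-06 and 6.81, 7e-07; limma camera, Benjamini-Hochberg). In the general list, 12 genes were called for WT1-high and 11 for WT1-intermediate cells, with equal counts adjusted over the list alone. Requiring detection on all 9 arrays left only Upk3b of the study's list, and its calls were lost (adjusted p 0.059 and 0.054; limma camera, Benjamini-Hochberg). Medians of lists with genes at background in a group rest on fitted values and are no bounds. The matrix list was higher in both (1.65 and 1.60, adjusted p 0.0019 each; limma camera, Benjamini-Hochberg).

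Other lists higher than in WT1-negative cells in both WT1-high and WT1-intermediate cells were MHC class II (medians 5.57 and 5.77), T and NK cell (2.58 and 2.60), B cell (1.09 and 1.49), hepatocyte (2.48 and 1.85), portal and adventitial fibroblast (1.80 and 3.76) and immediate early and stress genes (1.07 and 1.34). The hepatocyte call for WT1-intermediate cells was lost in 8 alternatives, including those without WT1-intermediate replicate 30 (adjusted p 0.069) and WT1-negative replicate 11 (0.11; limma camera, Benjamini-Hochberg). Skeletal muscle genes were lower in both (-3.73 and -3.76). Leaving out 1 array moved the skeletal muscle medians within -3.82 to -2.46 for WT1-high and -3.85 to -1.94 for WT1-intermediate cells. It moved the B cell medians within 1.01 to 2.19 and 1.41 to 2.50, and both lists kept their calls. With detection required on all 9 arrays, which removes genes, calls were lost for T and NK cell genes in both comparisons (only Lck was left), for B cell, hepatocyte and endothelial genes in WT1-high cells, and for skeletal muscle genes (Tnnt1 and Tnni2 left) in WT1-intermediate cells. Macrophage (-2.04), fibrogenic (-1.86) and endothelial (-0.60) lists were lower in WT1-high cells, while the same lists were not called for WT1-intermediate cells (-0.51, 0.15 and -0.57). The direct comparison of WT1-high with WT1-intermediate cells called the macrophage, fibrogenic and endothelial lists, as given above. Fibrosis markers were not called for WT1-high (median 0.02, with a downward test) or WT1-intermediate cells (-0.17), nor were hepatic stellate cell genes (0.18 and 0.34) or Y chromosome genes (0.64 and 0.77). With all probes of each gene the Y chromosome list was called in WT1-intermediate cells (0.70, adjusted p 0.042; limma camera, Benjamini-Hochberg). All camera calls in these comparisons held under fry, and none held with estimated correlations. By fry alone, hepatic stellate cell and Y chromosome genes were also called in both, and endothelial, macrophage and fibrosis marker lists in WT1-intermediate cells.

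**Figure D3:**
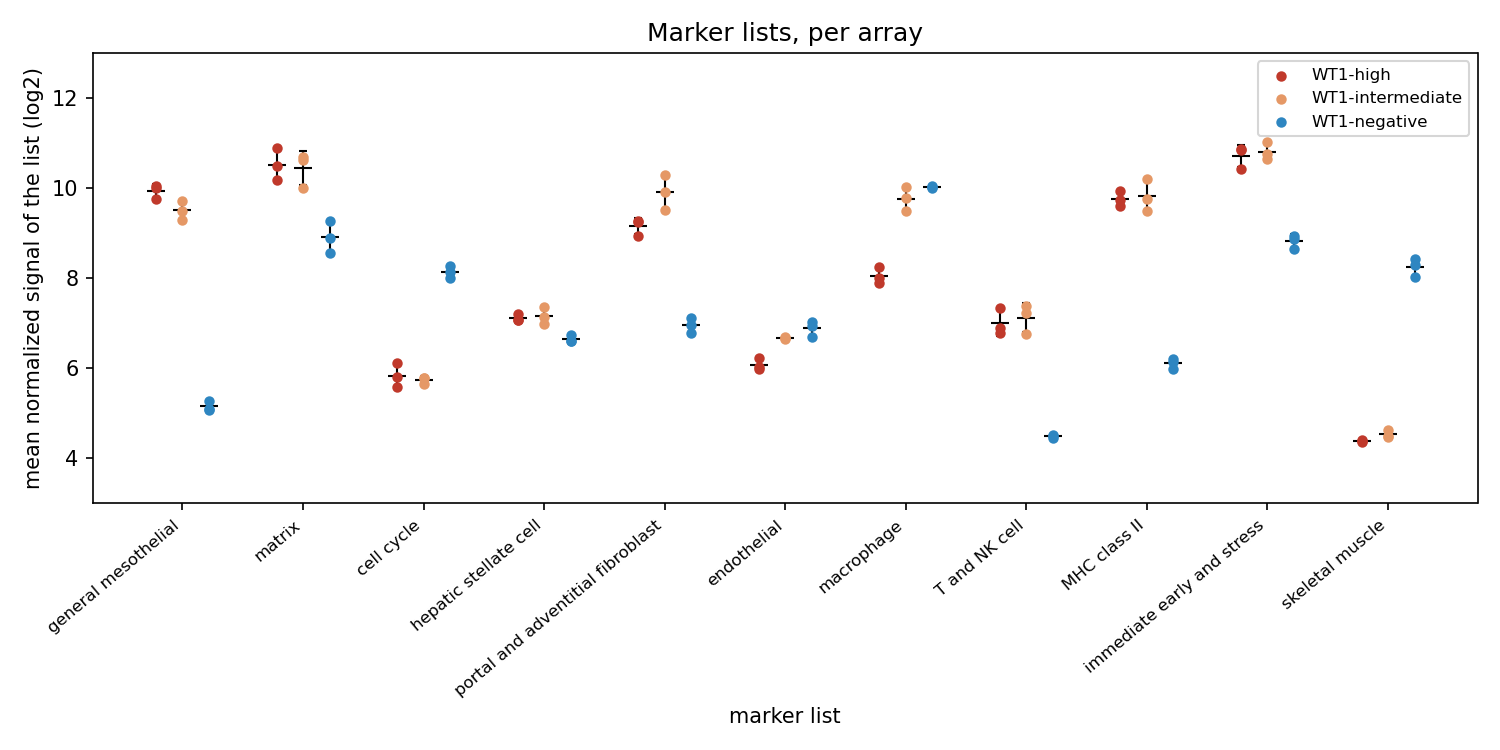
Mean normalized log2 signal of the genes in each marker list (vertical axis) by list (horizontal axis), with each array as a point coloured by group and the mean and SD as black lines. Macrophage genes were lower in all 3 WT1-high arrays than in all other arrays, and skeletal muscle genes were highest in the 3 WT1-negative arrays.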

Values the study reported

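The study examined the in vivo WT1-positive subpopulations on arrays with n = 3 animals. By Ki67 staining of injured liver it reported 20.3 ± 0.9% positive cells among WT1-negative and 1.9 ± 0.7% among WT1-positive aHSCs. Both kinds of cells were thus from liver, unlike the WT1-negative arrays. For 12 genes, fold changes between WT1-high and WT1-negative cells gave a rank correlation of 0.945 between the arrays and quantitative PCR. The study then assessed those genes in WT1-high and WT1-negative cells that were both sorted from culture. The fold changes found there and those found with WT1-high cells from injured liver gave a rank correlation of 0.839. The comparison within culture thus held origin constant, for these 12 genes only. In activated cultures, 30.4 ± 4.6% of cells were WT1 positive, and 49.3 ± 6.7% of these were GFP-high.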

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

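All alternatives were fixed before the data were examined, except the replicate block by column names, which was chosen after the data were seen.

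The distance ratio stayed within its spread over pairs of WT1-positive arrays under every alternative run for it (2.13 to 2.55). Between WT1-high and WT1-intermediate cells, the macrophage (-2.00 to -1.51), fibrogenic (-2.28 to -1.71) and general mesothelial (0.38 to 0.63) lists kept direction and call under all 25 alternatives. Against WT1-negative cells, the cell cycle and general mesothelial lists did so under all 21 alternatives, with medians from -3.05 to -1.59 and 3.80 to 5.47 for WT1-high and from -2.82 to -1.65 and 3.40 to 4.91 for WT1-intermediate cells. Correlations estimated from the data were not among these alternatives. With them, only the fibrogenic list between WT1-high and WT1-intermediate cells kept its call, as given above. The number of other list tests with a call was 21, and 15 to 23 under the alternatives. Of the called probes between WT1-high and WT1-intermediate cells, 80.4% kept call and direction under median scaling, 92.6% under cyclic loess and 59.7% without background correction, and 0 reversed with a call.

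The count of probes differing between WT1-high and WT1-intermediate cells was less stable. It was 439 with in vivo arrays normalized alone, 335 with no filter, 339 with the 2 groups alone in the fit, 1752 under the random replicate block and 1656 under the block by column names. With a log2 change of at least 1 it was 445, and 6073, 5687, 6940 and 4835 for WT1-high against WT1-negative, WT1-intermediate against WT1-negative, the F test and the shared calls. A stricter rule lowers a count by construction. Detection on all arrays gave 7970, 7716, 8226 and 6712 for those 4 counts. It also left only Upk3b of the mesothelial genes named by the study, so the values 0.80, 7.13 and 6.33 in the 3 comparisons are those of this gene, with adjusted p 0.190, 0.0593 and 0.0545, against ranges over the alternatives of 1.8e-05 to 0.190, 9.6e-10 to 0.0593 and 9.6e-10 to 0.0545 (limma camera, Benjamini-Hochberg). Why the settings other than the minimum change moved the counts was not tested.

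Leaving out 1 array gave 324 to 866 probes between WT1-high and WT1-intermediate cells. The count was 333 without WT1-high replicate 8, 371 without WT1-high replicate 29 and 324 without WT1-intermediate replicate 1. The cell cycle list gave -0.072 to 0.23, with a call only without WT1-high replicate 1 (adjusted p 0.043, limma camera, Benjamini-Hochberg; range over the alternatives 0.043 to 0.86). The matrix list gave -0.092 to 0.35 and was negative only without WT1-intermediate replicate 1.

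Of the counts, lists and named genes, no called result reversed. The reversals below were in values without a call, and the cause was not tested. For WT1-high against WT1-intermediate, median scaling gave 0.082 for Col1a1, -0.13 for the cell cycle list, -0.22 for the hepatic stellate cell list and 0.0028 for the T and NK cell list. Cyclic loess gave -0.14 for the cell cycle list. Detection on all arrays gave -0.055 for the hepatic stellate cell list and 0.084 for the T and NK cell list, of which only Lck was left. The immediate early and stress list was 0.025 under array weights, 0.047 under the fixed and 0.011 under the random replicate block. The B cell list was 0.039 under the fixed block and 0.029 with all probes of each gene, which gave 0.035 for the Y chromosome list. With arrays left out in turn, the ranges were -0.59 to 0.16 for Col1a1, -0.31 to 0.11 for B cell, -0.35 to 0.079 for T and NK cell, -0.098 to 0.051 for immediate early and stress, -0.085 to 0.026 for Y chromosome, -0.096 to 0.23 for hepatic stellate cell and -0.093 to 0.0079 for skeletal muscle genes.

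Against WT1-negative cells, Ccl11 in WT1-high cells was 0.049 under cyclic loess and -0.23 to 0.094 with arrays left out. The fibrosis markers in WT1-high cells were -0.063 under median scaling, -0.14 under array weights, -1.59 with all probes of each gene and -0.26 to 0.29 with arrays left out. In WT1-intermediate cells these markers ranged from -0.44 to 0.25 with arrays left out. In WT1-intermediate cells the fibrogenic list was -0.70 with the groups alone, -0.070 under array weights, -0.28 with all probes of each gene and -0.16 to 0.36 with arrays left out. The endothelial list was 0.42 in WT1-intermediate cells with detection on all arrays. In those cells Pdgfrb was -0.070 under array weights, and Mmp12 ranged from -0.16 to 1.37 with arrays left out.

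Among single genes, 21 values lost and 9 gained a call under other settings, and 27 lost and 4 gained a call with an array left out, all in the same direction. The other deposited table held identical values (largest difference 0) and so gave no alternative. In the array data, signal over background limits dim probes: fold changes from a group at background are lower bounds, and differences between groups at background were not detectable.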

Other observations

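The tests on array batches, macrophages, mesothelial and stellate cells, skeletal muscle and T and NK cells were chosen only after the result was seen, as were the limits by which all tests of lists and scalings were judged.

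Other splits of the same arrays were fitted to ask whether chance can be excluded. For WT1-high against WT1-intermediate, 1 of the 10 splits, the real one, gave as many calls, and the highest other count was 59. Of the 4 splits that part all pairs of replicates, the real one gave 730 and the highest other 1. The comparisons of WT1-high and of WT1-intermediate with WT1-negative cells gave 1 of 10 splits each, with 0 calls in every other split. With 10 splits no share under 0.05 can be had, so chance cannot be excluded by this test for any of the 3 comparisons. For the F test over 3 groups, 100 of 280 splits were drawn, and 1 of them, the real one, gave as many calls, which argues against chance. The highest other split gave 12072 calls and kept the 3 WT1-negative arrays together, as 4 of the drawn splits did. Splits that parted those arrays gave at most 10. That test therefore speaks for the contrast of in vivo with cultured arrays, not for WT1-high against WT1-intermediate.

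The in vivo and cultured arrays also differed in control probes that carry no sample RNA. Low stringency hybridization controls were higher on the in vivo arrays by 0.89 on the log2 scale, biotin controls by 0.61 and Cy3 hybridization controls by 0.38. None of these controls overlapped between the sets of arrays. Negative controls (-0.16) moved little and overlapped, as did housekeeping probes (-0.13), which measure sample RNA. The general mesothelial list was higher and the skeletal muscle list lower in both WT1-positive groups. The smallest of their 4 medians was 3.73 in size, and 1.92 under the alternatives. Opposite moves of that size argue against a difference in hybridization or scanning batch as the whole cause for these lists. For differences up to the size of the control shifts a batch is a candidate explanation, and there batch, culture and WT1 status coincide and cannot be told apart.

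A difference in overall signal was tested as the cause of the calls between WT1-high and WT1-intermediate arrays, since mean signal was lower on the latter. Under the scaling that kept fewer, 80.4% of the calls kept their call and direction, so most did not rest on the choice of scaling. Without background correction 59.7% did so. All of these settings level the arrays, so an effect of lower signal on dim probes cannot be excluded by this test.

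Macrophage genes were higher in WT1-intermediate than in WT1-high cells. All 20 tested genes of the list were higher in WT1-intermediate cells, and in each of the 3 pairs of replicates (1, 8, and 29 with 30) all 20 were lower in the WT1-high array (medians -2.01, -1.59 and -1.84). The list was written before the data were examined and shares 0 genes with the other lists. Laptm5 had a log2 level of 12.87 and Lyz2 of 12.82 in WT1-intermediate cells, and levels of different probes are not comparable. Macrophages in the WT1-intermediate sort may contribute, since a sort with more of them would raise the whole list. Expression of these genes by the WT1-intermediate cells themselves stays open, because bulk arrays cannot assign a transcript to a cell. The fibrogenic genes named by the study include chemokines and proteases, and how much of their difference comes from such cells was not tested.

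Macrophage genes were also detected in the WT1-negative cultures. Of the 22 genes in the list, 18 were detected on all 3 WT1-negative arrays, with Lyz2 at 13.58, Fcer1g at 13.50 and C1qb at 13.33. Macrophages carried through the culture could give this pattern. Ptprc, a gene of all leukocytes, and Clec4f were detected on 0 of the WT1-negative arrays, which weighs against it for those genes, so expression by cultured aHSCs stays open.

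Genes of T and NK cells were higher in both WT1-positive groups than in WT1-negative cells, with 8 of 9 tested genes called in each comparison. Those genes include Cd3e (6.84 in WT1-high, 6.86 in WT1-intermediate cells) and Ccl5 (9.73 and 10.18). T and NK cells in the in vivo sorts could explain them, and lower levels of such cells after culture would add to the contrast. The list did not differ by a call between WT1-high and WT1-intermediate cells.

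Skeletal muscle genes were higher in WT1-negative cells. Of the 20 genes in the list, those outside the filter included, 17 were detected on all WT1-negative arrays, and 14 of these were detected on no WT1-high array. Myl1 reached 11.35, Acta1 10.77, Tnnc1 10.69 and the regulator Myog 7.09. Muscle cells carried into the cultures are a candidate explanation. The regulators Myf5 and Pax7 and the adult gene Ckm did not pass the detection filter, so a muscle program switched on in cultured aHSCs stays open, and no test here separates these.

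Mesothelial genes were higher in WT1-high than in WT1-intermediate cells. A larger share of mesothelial cells and a smaller share of stellate cells in the WT1-high sort was tested with the hepatic stellate cell list, 11 of whose 17 genes were tested. Its median difference was 0.20, with Des higher (1.40) and Pdgfrb (-1.28) and Hgf (-1.16) lower in WT1-high cells. Members going both ways decide nothing, so a difference in cell shares and a difference in expression per cell cannot be told apart here. The study addressed mesothelial contamination by labelling the liver surface, and found no labelled cells in cultures of isolated stellate cells. It also reported no mesothelial gene expression in quiescent cells from uninjured animals. Neither check covers the sorts from injured liver measured here.

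Immediate early and stress genes were higher in both in vivo groups than in cultured cells, and the lower of the 2 medians was 1.07. Hspa1a was higher by 5.16 and Fosb by 4.07 in WT1-high cells. This pattern is consistent with a stress response to isolation from the liver. Injury in the animal, and culture itself, coincide with the groups and stay open.

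The labels give male animals. All 9 arrays detected Ddx3y, Eif2s3y and Kdm5d, which argues against a wholly female sample. None of the 4 Xist probes was detected on any array (lowest detection p-value 0.0737), but no array served as a positive control for them. The Y chromosome list was higher in WT1-high (0.64) and WT1-intermediate (0.77) than in WT1-negative cells, called by fry and not by camera. The study used mice of both sexes for in vitro work, so a mixed culture sample cannot be excluded.

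The probe LOC100048295, whose definition names a Wilms tumor homolog, was looked up outside the rule after the data were seen, and whether it measures Wt1 was not settled. Its log2 level was 11.44 in WT1-high, 10.93 in WT1-intermediate and 5.87 in WT1-negative cells. WT1-high and WT1-intermediate cells differed by 0.51 without a call (limma Benjamini-Hochberg adjusted p 0.34).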
